# Crude oil as a microbial seed bank with unexpected functional potentials

**DOI:** 10.1038/srep16057

**Published:** 2015-11-03

**Authors:** Man Cai, Yong Nie, Chang-Qiao Chi, Yue-Qin Tang, Yan Li, Xing-Biao Wang, Ze-Shen Liu, Yunfeng Yang, Jizhong Zhou, Xiao-Lei Wu

## Abstract

It was widely believed that oil is a harsh habitat for microbes because of its high toxicity and hydrophobicity. However, accumulating evidence has revealed the presence of live microbes in crude oil. Therefore, it’s of value to conduct an in-depth investigation on microbial communities in crude oil. To this end, microorganisms in oil and water phases were collected from four oil-well production mixtures in Qinghai Oilfield, China, and analyzed for their taxonomic and functional compositions via pyrosequencing and GeoChip, respectively. Hierarchical clustering of 16S rRNA gene sequences and functional genes clearly separated crude oil and water phases, suggestive of distinct taxonomic and functional gene compositions between crude oil and water phases. Unexpectedly, *Pseudomonas* dominated oil phase where diverse functional gene groups were identified, which significantly differed from those in the corresponding water phases. Meanwhile, most functional genes were significantly more abundant in oil phase, which was consistent with their important roles in facilitating survival of their host organisms in crude oil. These findings provide strong evidence that crude oil could be a “seed bank” of functional microorganisms with rich functional potentials. This offers novel insights for industrial applications of microbial-enhanced oil recovery and bioremediation of petroleum-polluted environments.

Oil is modern industry’s lifeblood, but it is also a source of environmental pollution worldwide. In the oil recovery industry, water flooding, i.e., pressurized water being pumped into oil-bearing rock strata to push oil out of the reservoirs, is widely used^1^. However, water flooding has its production limit at ~30% oil recovery, leaving a significant amount of oil untapped^2^. Microbial enhanced oil recovery (MEOR) is a cost-effective technique to recover the residual oil^3^. Generally, microorganisms or nutrients are injected into the oil reservoirs to propagate microorganisms in deep subsurface, which resulted in higher microbial activities that improve oil fluidity and recovery, as file tests in Romashkinskoe Oilfield^4^ and Dagang Oilfield^5^. Therefore, understanding the microbial processes in deep oil reservoirs is important for the development of MEOR. Because it is extremely difficult to aseptically sample the oil-bearing rock cores, the injection water and production mixtures are often sampled and analyzed using both culture-dependent and -independent methods to assess the microbial community of an oil reservoir. For example, analysis of the 16S rRNA gene fingerprints using a culture-independent clone library^6^,^7^,^8^, denaturing gradient gel electrophoresis (DGGE)^9^,^10^, terminal restriction fragment polymorphism (T-RFLP)^11^, and pyrosequencing^1^,^12^ revealed that the major bacteria in oilfields worldwide included *Proteobacteria*, *Firmicutes*, *Bacteroidetes*, and *Planctomycetes*, though their relative abundances vary among oilfields^1^,^13^. In addition, significant differences in bacterial composition have been detected between injected water and production mixtures in most oilfields. For example, only 2.86% of bacterial operational taxonomic units (OTUs) and 15.15% of archaeal OTUs were shared between injection water and the production mixture in the Gudao Oilfield, suggesting that injected water had only a minor influence on the microbial community indigenous to the oil containing strata^10^,^11^. Although diversities of several functional genes were investigated in some oilfields, such as the methyl coenzyme M reductase genes (*mcr*)^14^ and dissimilatory sulfite reductase genes (*dsr*)^15^, community-scale functional gene diversity has not been assessed thoroughly. Therefore, the overall functional potential of microbes from these oilfields remains unclear.

It is widely believed that oil is not a preferred habitat for microbes because of its potential toxicity and high hydrophobicity^16^. However, recent studies have shown that microorganisms including *Acinetobacter*, *Propionibacterium*, *Sphingobium*, *Bacillales*, *Burkholderia*, and *Brevundimonas* are present in crude oil phase^17^,^18^. In a recent study, we observed alive microbial cells in crude oil, which could be stimulated to bloom by introduction of other bacteria^19^. In addition, different microbial communities from the oil and water phases of the same oil production mixture were detected in a high-temperature oilfield in Japan^20^ and a mesothermic oilfield in Canada^12^. Hydrogen- and/or hydrocarbon-utilizing bacteria and archaea preferentially attached to the crude oil phase, whereas *Deltaproteobacteria* were the main microbial group identified in the water phase^12^. The detection of these microorganisms in crude oil is changing our understanding of microorganisms, as well as crude oil itself. However, it is questionable whether highly hydrophobic oil accommodates microorganisms ubiquitously, and whether functional potentials of the microorganisms residing in crude oil are distinct from those in corresponding water phase. Moreover, because crude oil microenvironments in oil reservoirs are thought to be hardly disturbed by the surface water^21^, it is of much interest whether the microbes residing in the subterranean oil phase evolve in a way different from those in the water phase or other environments. In addition, it is typical to detect several oil-bearing strata with different depth in an oilfield. Do these different crude oils accommodate different functional potentials due to variations in, pressure and temperature? If the answers to these questions are yes, it would be of great interest to examine whether crude oil itself is a reservoir of rare species that can potentially expand rapidly under suitable conditions, which is defined as a “seed bank” - a reservoir of dormant individuals that can expand rapidly when conditions are right^22^,^23^. This reservoir of functional microorganisms might play important roles in the natural oil attenuation process during the long history of oil reservoir formation. Moreover, such an investigation could be important for developing technologies such as MEOR and bioremediation of oil-polluted environments.

Here, we used high-throughput pyrosequencing and a microarray-based metagenomic tool GeoChip 4.0^24^ to investigate the microbial communities between oil and water phases which were sampled from four oil-containing rock strata with different depths (temperatures) and groundwater salinities at the Qinghai Oilfield (Fig. 1). Unexpectedly, highly diverse functional groups in microorganisms associated with the oil phase were detected, and significant differences between the crude oil- and water-related microbial communities were observed. Furthermore, microbial communities in oil phases from different rock strata were taxonomically similar, but their functional potentials differed significantly. Because of the diverse functional potentials, crude oil itself could be a “seed bank” of functional microorganisms for elucidating crude oil-related natural microbial processes and developing new oil recovery technologies.

## Results

### Geochemical characteristics of samples

Chemical analyses revealed that concentrations of the total dissolved solids (TDS) of the water (salinity) from the oilfield blocks ranged from 33 to 98 g·L^−1^ (Table S1). TDS differed substantially between water samples from different layers of oil-containing rock in oil reservoir (oil strata) where the oil was extracted (Fig. 1). Because the injection water was the same amongst the reservoirs, so the differences of TDS concentrations were reservoir-attributable changes, suggesting that the process of water flooding for 10 years had a minor influence on ground water in different oil strata, which was in consistent with previous results^10^,^25^. As the oil-containing stratum temperature/well depth increased, weight ratios of aromatic hydrocarbon (ARH) decreased and aliphatic hydrocarbons (ALH) increased (Table S2).

### Functional distribution of microbial communities

GeoChip 4.0 contains approximately 82,000 probes for targeting >141,995 coding sequences from 410 functional gene families related to microbial carbon (C), nitrogen (N), sulphur (S), and phosphorus (P) cycling, energy metabolism, antibiotic resistance, metal resistance/reduction, organic remediation, stress responses, bacteriophage and virulence^26^. 

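Functional genes were surveyed in 9 samples, 1 sample per array: the crude oil phase (O813, O516, O48 and O27) and the water phase (W813, W516, W48 and W27) of 4 production wells, and the water of their common injection well (W517). The strata of the 4 wells are at 69, 49.5, 41.4 and 35.5 °C. Oil and water of a well were separated from the same bottle of production mixture, so each well gives a pair of samples, with no further replicate of either phase. Cells were collected from water on membrane filters and from oil by precipitation with isooctane, and their DNA was labelled with Cy-3 according to Methods and with Cy5 according to the sample labels. The authors scanned the arrays in 1 channel and removed signals with a low signal-to-noise ratio. The deposited values are linear signal intensities before normalization, with no value where a probe was removed. Between 27754 and 34729 probes (median 30130.5) kept a signal in the 4 oil samples, 21931 to 32223 (median 27748) in the 4 water samples and 31780 in the injection water. The summed signal was 237173000 to 249606000 in oil, 244264000 to 266696000 in water and 262249000 in the injection water, and the lowest kept signal was 1004. Here each signal was divided by the sum of its sample and multiplied by the mean of the 9 sums, and a gene family was measured by the total over all its detected probes, given below as the percentage of the sample's signal. A family total therefore moves with the number of its probes that passed the authors' filter as well as with their brightness. For the alternative called a natural log transformation, the natural log of signal + 1 was divided by its sample mean. Detected probes then have similar values, and a total follows mainly their number. Without normalization, log2 ratios of oil over water are all lower by the same amount, the phase difference in summed signal (nearly so for families). A small positive ratio turns negative there whatever the genes. Quantile normalization gives the detected probes of every sample the same distribution of signals. A sample's sum then follows its number of detected probes, which was higher on average in oil, and ratios lean higher. The mean signal per detected probe divides a total by its number of detected probes, and ratios lean lower there. Families were compared with limma on log2(total + 972), where 972 is the lowest normalized signal. Single values were compared with two-sided exact permutation tests over the 70 arrangements of 4 oil and 4 water samples, which give no p under 0.0286. With oil and water paired by well there are 16 arrangements and no p under 0.125, so that no exact test of a single value can pass 0.05 in the paired form.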

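Signals were detected for 47098 probes of 642 gene families in at least 1 of the 9 samples. Of these, 39994 probes were detected in at least 2 samples and 11846 in all 9. Genes for the degradation of organic compounds were the largest category with 8698 probes, followed by stress response with 7998, carbon cycling with 4563 and metal resistance with 4336. Nitrogen cycling had 3178 probes, antibiotic resistance 1404, virulence 1384, sulfur metabolism 1304 and bacteriophage 249. The 11 categories that the paper names and the table's category of other genes (818 probes), a set of 12 selected after its counts were compared with those of the paper, hold 34898 of the probes in 397 families. Outside them are 12200 probes, with amino acid synthesis (2942 probes) as the largest category. An oil sample had 30686 ± 2921 detected probes (SD, n = 4) from 610 ± 9.00 families, and a water sample 27412.5 ± 4400 probes (SD, n = 4) from 602 ± 14.5 families. Neither difference passed an exact permutation test (p = 0.286 for probes and p = 0.486 for families).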

GeoChip 4.0 hybridization experiments led to detection of total of 35,017 genes from 397 gene families in the nine samples. Hierarchical clustering analysis based on functional gene abundances showed that the samples clustered into two groups. One group contained all four samples from oil phase, and another group contained all four samples from water phase, which suggested that microbial functional diversity was different between the oil and water phases (Fig. 2a).

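With Pearson distance and complete linkage, the 4 oil samples formed 1 branch and the 4 water samples with the injection water the other, and these branches joined last, at a distance of 0.712. Within the oil branch, O813 and O516 from the 2 hottest strata joined first at 0.127, followed by O48 at 0.221 and O27 at 0.290. In the water branch, W27 and W516 joined at 0.201, the injection water at 0.272, W813 at 0.380 and W48 at 0.507. Correlations of signal ranged from 0.710 to 0.873 between oil samples. W48 correlated with the other water samples of production wells at 0.493 to 0.579 and with O48, from its own well, at 0.422. The separation of the phases depended on the tree's settings: W48 and W813 split off from the other 7 samples with average linkage, with Bray-Curtis dissimilarity, after quantile normalization or over the probes detected in all 9 samples, and W48 alone split off with Euclidean distance. After a natural log transformation 1 sample, W516, joined the oil branch. From the tree, the paper proposes that microbial functional diversity differed between the oil and water phases.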

### Functional gene distribution differences between the oil and water phases

Unexpectedly, alpha diversities of detected functional genes, as examined by the Shannon-Weiner index, were significantly (P < 0.05) higher in the oil phase (9.621 ± 0.074, mean ± SD) than those in water phase (9.438 ± 0.255) from the same production well (Table S3). 

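The Shannon-Weiner index over all detected probes was 9.90 ± 0.0799 (SD, n = 4) in the oil phase and 9.67 ± 0.256 (SD, n = 4) in the water phase, a difference of 0.226, and it was higher in oil in 4 of 4 wells. W48 (9.34) and W813 (9.60) had the lowest indices, whereas W516 (9.88) and W27 (9.87) lay within the range of the oil samples, 9.82 to 10.0. The injection water had 9.85. W48 and W813 also had the fewest detected probes and the most signal on few probes, with 9.64% and 7.12% of their signal on the 100 brightest, against 3.92% ± 0.908 (SD, n = 4) in oil. Evenness was 0.959 ± 0.00110 in oil and 0.947 ± 0.0108 in water (SD, n = 4 each). The difference in the index did not pass a two-sided exact permutation test (p = 0.143, and p = 0.125 with the wells as pairs, the smallest that 4 pairs allow). With every sample thinned to 21931 probes, the index was 9.57 in oil and 9.46 in water, a difference of 0.107. Without W48 the difference was 0.116, without W813 0.200, and without both, a comparison chosen after the values were seen, 0.0230.

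**Figure D1:**
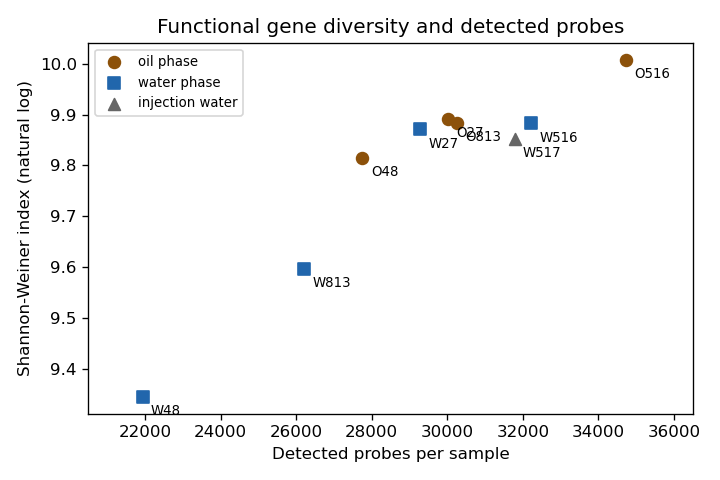
Shannon-Weiner index (natural log) of each sample against its number of detected probes. Circles are the 4 oil samples, squares the 4 water samples and the triangle the injection water, 1 array each. W48, with 21931 probes and an index of 9.34, and W813, with 26219 probes and 9.60, lie lowest on both axes.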

Beta diversities of functional genes between oil phases (0.261 ± 0.045) were lower than those between water phases (0.361 ± 0.077), and between oil phases and water phases (0.360 ± 0.096) (Table S4). 

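Bray-Curtis dissimilarity was 0.264 ± 0.0451 (SD over 6 pairs) between oil samples, 0.362 ± 0.0679 (SD over 6 pairs) between water samples and 0.369 ± 0.0947 (SD over 16 pairs) between an oil and a water sample. The most alike oil samples were O813 and O516 (0.204), the least alike O48 and O27 (0.327). Among the water samples, W516 and W27 were the most alike (0.263) and W516 and W48 the least (0.436). The most alike pair across phases was O516 and W516 from the same well (0.215), and the least alike O27 and W48 (0.525). The injection water lay at a mean of 0.308 from the oil samples and 0.328 from the water samples. Water samples exceeded oil samples by 0.0974 in mean dissimilarity, which did not pass an exact permutation of the phase labels (p = 0.314). The difference was 0.0415 without W48 and 0.112 without W813. Without both a single water pair is left and it was -0.00163.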

The significant difference between the oil and water phases in functional composition was demonstrated by three non-parametric multivariate statistical tests (MRPP, ANOSIM and Adonis; Table S5).

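Adonis gave phase an R2 of 0.283 over the probe signals (exact permutation p = 0.0286), with an ANOSIM R of 0.323 and an MRPP A of 0.0907 (exact permutation p = 0.0286 for each), all on Euclidean distance. With oil and water exchanged only within wells, each of the 3 exact tests gave p = 0.125, the smallest that 4 pairs allow. None of the 3 passed after a natural log transformation (exact permutation p = 0.0571 to 0.0857) or without any 1 of the oil samples (0.0571 to 0.143). All 3 kept an exact permutation p of 0.0286 without any 1 of the water samples. They also kept it without normalization, after quantile normalization and with Bray-Curtis dissimilarity. Of 20591 probes detected in at least 3 samples of each phase, limma called 29 higher and 276 lower in oil at an adjusted p under 0.05 (443 higher and 759 lower with the wells as pairs). The probes called lower in oil had a median log2 ratio of -1.94. The median of their signals in water was 5.02 times that of all probes tested, in part because they were selected for more signal in water than in oil. At an unadjusted p under 0.05 the lean was the other way, with 2331 probes higher and 1547 lower, and the median log2 ratio of all probes tested was 0.13. With undetected signals at the lowest signal, 137 were called higher and 153 lower at the adjusted threshold. The highest counts of probes called lower were 6 each, for glutamine synthetase (glnA, of 264 tested), the extracytoplasmic stress sigma factor sigma_24 (of 358) and ammonia monooxygenase (amoA, of 211, beside 2 called higher). These families have many probes, and 1.34% of all probes tested were called lower. No enrichment of a family was tested. The counts varied with the samples: 4 probes were higher and 47 lower without W813 and likewise without O516, 18 and 128 without W48, 19 and 106 without O27, and 2 and 23 without both W48 and W813, where 4 samples face 2. After a natural log transformation 86 probes were lower and 17 higher.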

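Genes for the degradation of organic compounds were the largest category in both phases, with 21.6% ± 0.402 of the signal in the crude oil phase and 20.0% ± 1.33 in the water phase (SD, n = 4 each), a log2 ratio of 0.12 that was above 0 in 4 of 4 wells (exact permutation p = 0.0286, adjusted over the 37 categories 0.0705, and p = 0.125 with the wells as pairs). Genes for aromatic compounds made up 16.7% ± 0.308 of the signal in oil and 15.3% ± 0.994 in water, genes for herbicides and related compounds 1.98% ± 0.0523 and 1.76% ± 0.187, and genes for pesticides 0.616% ± 0.0120 and 0.512% ± 0.0645 (SD, n = 4 each, exact permutation p = 0.0286 for each, adjusted over the table's groups 0.102). Genes for other hydrocarbons had a log2 ratio of 0.06 (exact permutation p = 0.314) and those for other organic compounds one of -0.06 (exact permutation p = 0.486). The second ratio was 0.21 after a natural log transformation and 0.09 after quantile normalization, and the first was -0.03 without normalization. Genes for chlorinated solvents had 0.674% ± 0.0377 in oil and 0.751% ± 0.0945 in water (SD, n = 4 each), a log2 ratio of -0.15 (exact permutation p = 0.257) that was 0.12 after a natural log transformation. Of the 167 families of the category, limma called none at an adjusted p under 0.05, and 34 were higher and 9 lower in oil at an unadjusted p under 0.05. Of its 4294 single probes tested, limma called 3 higher and 41 lower at the adjusted threshold (118 and 111 with the wells as pairs). Over all 617 families tested the counts were 0 adjusted, with a lowest adjusted p of 0.0602 from limma, and 74 higher and 48 lower unadjusted. By the exact permutation test alone 54 were higher and 38 lower, where chance separates 2.86% of families completely. All 40 families of Fig. 3 had their mean in the direction drawn there, 33 of them in all 4 wells. Of these families, 26 passed limma unadjusted and 14 when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. The category's ratio was 0.0744 without W48, 0.0406 without W48 and W813 (exact permutation p = 0.133), 0.02 without normalization and -0.08 as mean signal per detected probe. It was 0.15 over probes detected in all 8 samples (exact permutation p = 0.0286) and 0.10 with the injection water added to the water phase (exact permutation p = 0.0397). Without normalization, which lowers every ratio by nearly the same amount, the unadjusted split over all families was 45 higher and 77 lower. It was 69 and 21 after quantile normalization and 34 and 10 after a natural log transformation. The median log2 ratio of all families was 0.06, and -0.03, 0.20 and 0.15 with these. Quantile normalization thus moved the families as a set toward oil. As mean signal per detected probe, where ratios lean lower in oil, the unadjusted split was 16 higher and 54 lower.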

Organic compound degradation genes were highly abundant, with significantly (P < 0.05) more abundance in crude oil than in the water phase (Fig. 3a). For example, the average total abundance of *phtA*, *hmgA*, and *pmdAB* genes encoding the first enzymes in the polycyclic aromatic hydrocarbon catabolic pathway that converts hydrocarbons into aromatic carboxylic acids were significantly (P < 0.05) higher in the crude oil phase (Fig. 3a). 

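The family phtA, a phthalate dioxygenase, had 0.233% ± 0.0126 of the signal in oil and 0.166% ± 0.0230 in water (SD, n = 4 each), a log2 ratio of 0.49 with a standard error of 0.12 (adjusted p = 0.174 from limma). For hmgA the shares were 0.440% ± 0.0342 and 0.350% ± 0.0533 (log2 ratio 0.34, standard error 0.13), and for the ring-cleaving dioxygenase pmdAB 0.0585% ± 0.00412 and 0.0441% ± 0.0119 (log2 ratio 0.44, standard error 0.19). Each was higher in oil in 4 of 4 wells. The exact permutation test gave p = 0.0286 for phtA and p = 0.0571 for hmgA and pmdAB. Among the other families of Fig. 3a, the log2 ratio was 0.60 for the chlorobenzoate dioxygenase cbdA, 0.28 for tfdA, which starts the breakdown of a chlorinated herbicide, 0.88 for phdI, 0.66 for phdCI and 1.10 for the methanesulfonate monooxygenase msmABCD. Families CDD (-1.09), arhA (-1.37) and exaA (-0.43) had lower means in oil. After a natural log transformation the ratio was -0.33 for CDD, -0.05 for arhA, 0.01 for exaA and 0.22 to 0.43 for hmgA, phtA, phdI, phdCI and msmABCD. Over probes detected in all 8 samples it was -0.12 for CDD and 0.10 for exaA. As mean signal per detected probe it was 0.22 for phtA, 0.14 for hmgA, 0.14 for pmdAB, 0.16 for cbdA and 0.04 for tfdA. With that measure phdCI had 0.28 and msmABCD 0.63. Of the 15 families of Fig. 3a, 12 were higher and 3 lower in mean. In that list 13 passed limma unadjusted, 7 the exact permutation test and 7 when adjusted over the list of Fig. 3 alone (cbdA, phtA, phdI, atzD and msmABCD higher, CDD and arhA lower, and with the wells as pairs also cmuA and exaA). Without W48 and W813 the log2 ratio was 0.17 for hmgA, 0.11 for pmdAB (0.29 without W48 alone), 0.17 for tfdA, 0.43 for phdI, 0.28 for phdCI and 0.64 for msmABCD, and it was 0.48 for phtA, 0.50 for cbdA, -1.17 for CDD, -1.19 for arhA and -0.63 for exaA.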

The carbon cycle genes *lip*, *camDCAB* and *CODH*, which encode manganese peroxidase for lignin degradation, camphor monooxygenase, and carbon monoxide oxidase, respectively, were also detected at a significantly (P < 0.05) higher abundance in the oil phase (Fig. 3b). By contrast, some genes such as the alkane 1-monoxygenase gene (*alkB*), which encodes a key enzyme in aerobic metabolism of aliphatic hydrocarbons, showed similar abundance in the water and oil phases.

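The lignin degradation family lip had 0.104% ± 0.0106 of the signal in oil and 0.0717% ± 0.00922 in water (SD, n = 4 each, log2 ratio 0.54, exact permutation p = 0.0286). The family camDCAB, measured by 1 probe, had 0.00640% ± 0.00122 and 0.00457% ± 0.000489 (log2 ratio 0.44, exact permutation p = 0.0571, and 0.04 after a natural log transformation), and CODH, with 147 probes detected in oil and 140 in water, 0.387% ± 0.0119 and 0.305% ± 0.0543 (log2 ratio 0.36, exact permutation p = 0.0286, and a ratio of 0.16 without W48 and W813). All 3 were higher in oil in each well, none passed limma over all families, and lip and camDCAB passed when adjusted over the list of Fig. 3 alone, which was chosen on these samples (with the wells as pairs, lip alone). As mean signal per detected probe the log2 ratio was 0.18 for lip and 0.12 for CODH. Of 5 families of carbon fixation none passed limma, over all families or over the list alone, and 1 passed unadjusted (CODH). Log2 ratios were 0.14 for the propionyl-CoA carboxylase pcc, 0.18 for RuBisCO, 0.33 for the ATP citrate lyase aclB and -0.24 for FTHFS of acetogenesis. Together they had 2.15% ± 0.0303 of the signal in oil and 1.90% ± 0.159 in water (SD, n = 4 each, exact permutation p = 0.0286, adjusted over the 18 fixed lists 0.129). Of 3 families of methane metabolism, the soluble methane monooxygenase mmoX (log2 ratio 0.69) passed limma when adjusted over the list alone, while pmoA (0.26) and the methanogenesis marker mcrA (0.00) did not pass. None passed over all families. Among 19 families that degrade starch, cellulose, chitin and other polymers, 3 were higher and none lower unadjusted and none passed limma, with 5.18% ± 0.138 of the signal in oil and 4.94% ± 0.193 in water (SD, n = 4 each, exact permutation p = 0.114) and a ratio below 0 without normalization. Fungal arabinofuranosidase (ara_fungi) had a log2 ratio of -0.50, with 0.06 after a natural log transformation and -0.08 without W48 and W813.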

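The alkB family had 0.398% ± 0.00838 of the signal in oil and 0.398% ± 0.0135 in water (SD, n = 4 each), with 135 probes detected in oil and 138 in water. Its log2 ratio was 0.00 with a standard error of 0.08 (exact permutation p = 0.886), above 0 in 2 of 4 wells. It was -0.09 without normalization, 0.14 after a natural log transformation and 0.16 after quantile normalization. Of 81 alkB probes tested singly, 3 were called lower in oil by limma and none higher. In the list of 6 families of alkane degradation, AssA, an alkylsuccinate synthase of anaerobic alkane activation, had 0.0118% ± 0.000785 in oil and 0.00748% ± 0.00180 in water (SD, n = 4 each, log2 ratio 0.66, exact permutation p = 0.0286) and passed limma when adjusted over the list alone. No family of the list passed over all families. The log2 ratio was -0.14 for alkH and -0.05 for P450 enzymes. The list as a whole had 0.966% ± 0.0389 of the signal in oil and 1.01% ± 0.0405 in water (SD, n = 4 each), a log2 ratio of -0.06 (exact permutation p = 0.2) that was 0.16 after a natural log transformation and 0.10 after quantile normalization.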

Of the stress response genes, a group of 711 σ^24^ genes and 93 σ^38^ genes was found to be significantly (P < 0.05) more abundant in crude oil than the 685 σ^24^ genes and 75 σ^38^ genes detected in the water phase (Fig. 3b). Conversely, three other stress-related genes, *bglH* (encoding a beta-glucosidase), *dnaK* (encoding a heat shock protein), and *obgE* (encoding a GTPase), had significantly (P < 0.05) higher abundance in water than in the crude oil phase (Fig. 3b). Furthermore, genes involved in nitrogen and sulfur metabolism (including *ureC*, *nifH*, *amoA*, and *APS_AprA*, which encode urease for ammonification, nitrogenase for nitrogen fixation, ammonia monooxygenase for ammonia oxidation, and adenylylsulfate reductase for sulfate reduction, respectively), showed significantly (P < 0.05) higher abundance in water than in the oil phase (Fig. 3b). 

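For σ24, the sigma factor of cell envelope stress, 711 probes were detected in at least 1 oil sample and 681 in at least 1 water sample, with 2.01% ± 0.0316 of the signal in oil and 1.76% ± 0.158 in water (SD, n = 4 each, log2 ratio 0.20, exact permutation p = 0.0286). For σ38, the sigma factor of the general stress response and stationary phase, 93 and 76 probes were detected, with 0.241% ± 0.0146 and 0.181% ± 0.0376 (SD, n = 4 each, log2 ratio 0.43, exact permutation p = 0.0286). The housekeeping factor σ70 had a log2 ratio of 0.19 (exact permutation p = 0.0286), and the heat shock factor σ32 one of -0.16 (exact permutation p = 0.0571). None of the 4 sigma factors passed limma over all families or over the list alone, and 2 of them (σ38 and σ70) passed unadjusted. Together they had 3.97% ± 0.0263 of the signal in oil and 3.55% ± 0.254 in water (SD, n = 4 each, exact permutation p = 0.0286, adjusted over the 18 lists 0.129). In the list of 7 oxidative stress families none passed limma and oxyR (log2 ratio 0.22) passed unadjusted, with 4.14% ± 0.0787 of the signal in oil and 3.83% ± 0.230 in water (SD, n = 4 each, exact permutation p = 0.0571). In the list of 7 families of oxygen limitation, the regulator arcA (log2 ratio 0.64) passed when adjusted over the list alone and none passed over all families. The list had 1.04% ± 0.0235 and 1.01% ± 0.0304 (SD, n = 4 each, exact permutation p = 0.143), and its ratio was below 0 without normalization. Without W48 and W813 the log2 ratio was 0.09 for σ24 and 0.18 for σ38. As mean signal per detected probe, where families as a set lean lower in oil, it was -0.003 for σ24 and 0.08 for σ38.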

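The family bglH had 0.0105% ± 0.00171 of the signal in oil and 0.0236% ± 0.0103 in water (SD, n = 4 each), a log2 ratio of -1.05 (exact permutation p = 0.0286), and -0.58 without W48 and W813 and -0.25 after a natural log transformation. It passed limma when adjusted over the list of Fig. 3 alone. For dnaK the shares were 0.109% ± 0.00611 and 0.135% ± 0.0291, a log2 ratio of -0.29 (exact permutation p = 0.0571) that was 0.14 after a natural log transformation and -0.15 without W813, which held the most (0.177%), and for obgE 0.824% ± 0.0655 and 0.933% ± 0.104, a log2 ratio of -0.18 (exact permutation p = 0.114) that was 0.18 after a natural log transformation, 0.06 after quantile normalization and -0.10 without W48 (SD, n = 4 each). The chaperone groEL had a log2 ratio of 0.03 and the heat shock family grpE one of 0.11. None of 5 heat shock families passed limma even unadjusted, and their signal was 1.14% ± 0.0352 in oil and 1.10% ± 0.0659 in water (SD, n = 4 each, exact permutation p = 0.371), with a ratio below 0 without normalization. Among 4 families of cold shock, the membrane fluidity regulator desR, with 3 probes, was undetected in all 4 oil samples and had 0.00723% ± 0.00534 in water (SD, n = 4). Its adjusted p of 0.0602 was the lowest that limma gave any family, and it passed when adjusted over the list alone. With no signal in oil, the size of its ratio depends on the pseudocount. At 10 times the pseudocount the lowest adjusted p from limma for any family was 0.130. The list had 0.0191% ± 0.00439 in oil and 0.0273% ± 0.00326 in water (SD, n = 4 each, exact permutation p = 0.0286, adjusted over the 18 lists 0.129), with a ratio above 0 after a natural log transformation. In the list of osmotic stress, the glycine betaine binding protein proX (log2 ratio 0.50) passed unadjusted and none of 4 families passed limma, and none of 8 families of nitrogen and phosphate limitation passed even unadjusted. The first of these lists had 0.366% ± 0.0113 in oil and 0.350% ± 0.0351 in water, the second 5.31% ± 0.0530 and 5.17% ± 0.176 (SD, n = 4 each, exact permutation p = 0.429 and p = 0.229), and both ratios were below 0 without normalization.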

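The nitrogenase family nifH had 0.661% ± 0.0539 of the signal in oil and 0.970% ± 0.311 in water (SD, n = 4 each), a log2 ratio of -0.51 (exact permutation p = 0.0286). W48 held the highest share, 1.43%, and the ratio was -0.31 without it and 0.05 after a natural log transformation. For ureC the shares were 0.846% ± 0.0364 and 0.987% ± 0.118, for amoA 0.986% ± 0.0159 and 1.09% ± 0.0937, and for APS_AprA 0.176% ± 0.0101 and 0.214% ± 0.0422 (SD, n = 4 each), with log2 ratios of -0.22, -0.14 and -0.26. After a natural log transformation these 3 ratios were 0.11, 0.07 and 0.08, and after quantile normalization amoA had 0.01. Without W813, which held 0.273% of APS_AprA, the ratio was -0.14 for APS_AprA and -0.09 for amoA, and without both W48 and W813 it was -0.06 for APS_AprA and -0.07 for ureC. The exact permutation test gave p = 0.0571 for ureC and p = 0.0857 for amoA and APS_AprA. Of the 4, nifH passed limma unadjusted (not with the wells as pairs), and none of the 4 passed over all families or over the list of Fig. 3 alone. None of 5 denitrification families passed limma even unadjusted: log2 ratios were 0.19 for the nitrous oxide reductase nosZ, 0.12 for nirS, 0.02 for narG, -0.04 for nirK and -0.16 for norB, with 2.47% ± 0.0420 of the signal in oil and 2.42% ± 0.0829 in water for the list (SD, n = 4 each, exact permutation p = 0.257) and a ratio below 0 without normalization. In the list of 11 other nitrogen families, which holds nifH, amoA and ureC, 1 was higher and 1 lower unadjusted and none passed limma. The family nrfA of ammonification had a log2 ratio of -0.21, and the list had 3.32% ± 0.0612 in oil and 3.87% ± 0.408 in water (SD, n = 4 each, exact permutation p = 0.0286, adjusted over the 18 lists 0.129), with a ratio above 0 after a natural log transformation. Dissimilatory sulfite reductase had log2 ratios of 0.17 (dsrB) and -0.09 (dsrA), and the sulfur oxidation family sox one of -0.04. None of 6 sulfur families passed limma even unadjusted, and the list had 2.45% ± 0.0185 in oil and 2.49% ± 0.104 in water (SD, n = 4 each, exact permutation p = 0.629), with a ratio above 0 after a natural log transformation and after quantile normalization.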

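Bacteriophage genes of 38 families, covered by 249 probes, had 0.361% ± 0.00887 of the signal in oil and 0.424% ± 0.0366 in water (SD, n = 4 each), a log2 ratio of -0.23 (exact permutation p = 0.0286) that was 0.07 after a natural log transformation. Host_recognition_T2_type, with 4 probes, had 0.00586% ± 0.00272 in oil and 0.0141% ± 0.00444 in water, a log2 ratio of -1.27 (exact permutation p = 0.0286, and -0.60 after a natural log transformation), and sliding_clamp_T4, with 2 probes, 0.00427% ± 0.00416 and 0.0226% ± 0.0134 (exact permutation p = 0.0571), both higher in water in 4 of 4 wells (SD, n = 4 each). The family holin_type_3, also with 2 probes, had 0.00328% ± 0.00515 in oil and 0.000556% ± 0.000701 in water (SD, n = 4 each, exact permutation p = 0.457). O516 alone held 0.0110%, O27 had no detected signal, and the share was higher in oil in 2 of 4 wells. Of the 34 phage families tested none passed limma, and none was higher and 2 were lower in oil unadjusted. Host_recognition_T2_type passed when adjusted over the list of Fig. 3 alone, and with the wells as pairs sliding_clamp_T4 did in its place.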

A total of 38 bacteriophage genes were detected, of which the abundances of three genes varied significantly (P < 0.05) between the crude oil and water phases: *holin_type_3* (higher abundance in the oil phase), *host_recognition_T2_type* (higher abundance in the water phase), and *sliding_clamp_T4* (higher abundance in the water phase), which were related to bacterial lysis, host recognition, and replication, respectively (Fig. 3b).

### Differences in functional gene distribution among oil samples

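From the hottest to the coolest stratum, carbon cycling genes had 9.77, 9.96, 10.1 and 10.2% of the signal in the oil samples, a relative increase of 4.86%. Genes for other organic compounds had 0.758, 0.773, 0.838 and 0.893%, an increase of 17.8%. Genes for aromatic compounds had 16.4, 16.4, 16.7 and 17.1%, an increase of 3.85% between the ends, but O516 lay slightly below O813. Signal was thus strictly ordered by temperature for the first and second groups and not for the aromatic compounds. Each temperature is 1 sample, so that no group has a replicate. Of the 37 categories, 7 were strictly ordered by temperature in oil: carbon cycling and degradation of organic compounds increased toward the coolest well, and antibiotic resistance, amino acid synthesis (by -7.64%), complex carbohydrates (by -8.61%), feeder pathways to glycolysis (by -5.68%) and glycan biosynthesis (by -11.6%) went the other way. Chance orders 3.08 categories. The other orders of the wells gave at most 6, but with 12 orders (an order and its reverse counted once) the share cannot be under 0.0833.

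**Figure D2:**
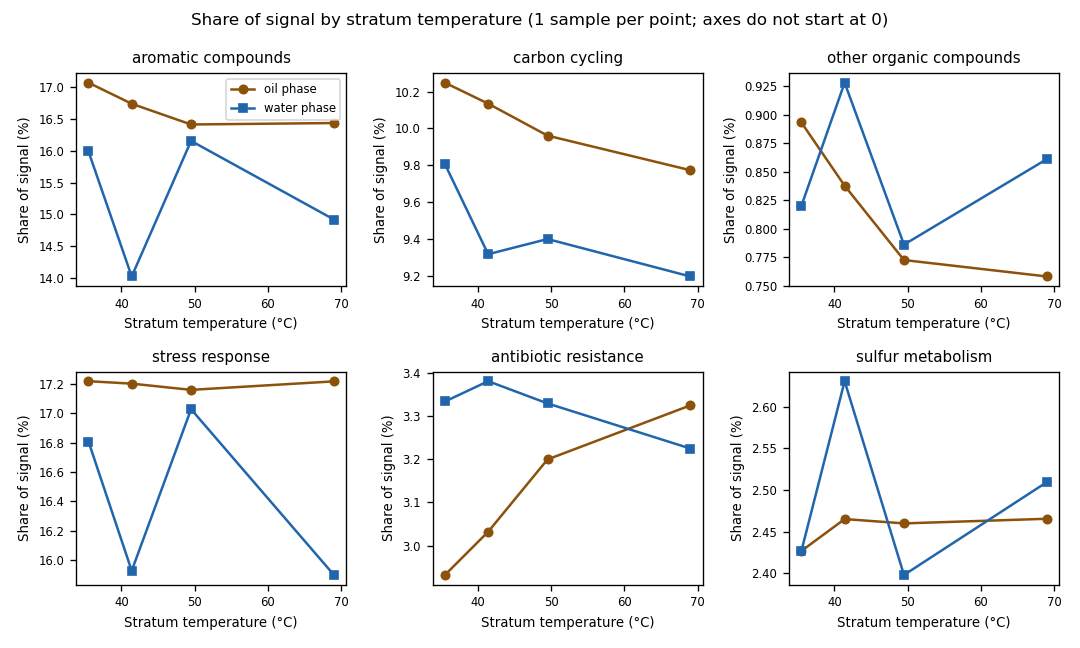
Share of the sample's signal (%) held by 6 gene groups against the temperature of the oil-bearing stratum (°C) in the oil (circles) and water (squares) samples of the 4 wells, 1 sample per point. Carbon cycling genes run from 9.77 to 10.2% and antibiotic resistance genes from 3.32 to 2.93% from the hottest to the coolest oil sample.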

As the temperature and depth of oil-containing stratum decreased (Fig. 1), the relative abundance of genes related to the degradation of aromatic compounds, carbon cycling, and metabolism of other organic compounds increased concomitantly (by 2.2%, 3.1%, and 15.3%, respectively) (Table S6). For example, the abundance of *nahA*, *HBH* and *pobA* genes involved in the aerobic degradation of benzoate, a common central intermediate in the metabolism of aromatic compounds, increased. 

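The family HBH had 0.103, 0.103, 0.115 and 0.121% of the signal in the oil samples from the hottest to the coolest well, strictly ordered and 17.1% higher at the end. The naphthalene dioxygenase family nahA had 0.215, 0.242, 0.213 and 0.237%, 10.2% higher in the coolest than in the hottest well and not in the order of temperature. In the water samples HBH had 0.107, 0.121, 0.0938 and 0.118% and nahA 0.212, 0.255, 0.180 and 0.210% in the same order of wells. These rest on 51 probes for HBH and 91 for nahA. The family pobA was not matched to a family name in the deposited values, so it was not analysed here.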

The abundance of *hmgA*, which encodes phthalate dioxygenase, also increased (Table S7). In contrast, the increase/decrease of genes abundances was not found among the five water samples as the temperature of oil-containing stratum decreased (Table S6).

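In oil, hmgA had 0.400, 0.430, 0.450 and 0.481% of the signal at 69, 49.5, 41.4 and 35.5 °C, strictly ordered, with 20.4% more in the coolest than in the hottest well. In water the shares were 0.331, 0.406, 0.285 and 0.377%, and the injection water had 0.378%. Among single probes for the degradation of organic compounds detected in all 4 oil samples, 215 of 4323 rose strictly toward the coolest well and 166 toward the hottest, where a chance order gives 180 each way (exact permutation of the wells, p = 0.292 and p = 0.417).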

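In the water samples, genes for aromatic compounds had 14.9, 16.2, 14.0 and 16.0% of the signal from the hottest to the coolest well, carbon cycling genes 9.20, 9.40, 9.32 and 9.81% and genes for other organic compounds 0.861, 0.786, 0.928 and 0.820%. Stress response genes had 15.9, 17.0, 15.9 and 16.8%, and the injection water, which has no stratum temperature, 17.5%. None of the 37 categories was strictly ordered by temperature in water, whereas other orders of the same wells gave up to 10 ordered categories. W48 and W813 had the lowest shares of both aromatic and stress response genes. Of 14924 probes detected in all 4 water samples, 179 rose and 527 fell strictly with temperature, against 622 expected by chance (exact permutation of the wells, p = 1 and p = 0.542). Whether oil and water differ in their dependence on temperature was not tested.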

Similarly, the relative abundance of genes associated with the stress response, antibiotic resistance, and sulfur metabolism decreased (1.6%, 3.1%, and 1.6%, respectively) with temperature/depth (Table S6). For example, 133 genes, including two *dnaK* genes, which encode the molecular chaperone HSP70 and up-regulated upon heat shock^27^, increased with temperature (Table S8), whereas the abundance of 75 genes, including *hrcA*, which encodes a heat-inducible transcriptional repressor of bacterial heat shock genes^28^, decreased (Table S9).

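Antibiotic resistance genes had 3.32, 3.20, 3.03 and 2.93% of the signal in oil from the hottest to the coolest well, strictly ordered and changing by -11.8%. Both its transporters (2.26 to 1.99%, by -11.9%) and its beta-lactamases (0.765 to 0.671%, by -12.2%) followed the order of the wells. These subgroups were picked after their values were seen. Stress response genes had 17.2% of the signal in each of the 4 oil samples, with a relative change of 0.00693% between the ends. Sulfur metabolism genes had 2.47, 2.46, 2.47 and 2.43%, a change of -1.56% that lies in the coolest well and does not follow the order of the others. In water, antibiotic resistance genes had 3.22, 3.33, 3.38 and 3.33% and sulfur metabolism genes 2.51, 2.40, 2.63 and 2.43% in the same order of wells. Over the probes of the 12 categories alone, a set chosen after these values were seen, stress response and sulfur metabolism were strictly ordered too, with changes of -1.54% and -3.09%, and carbon cycling was no longer so.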

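Of 25 dnaK probes detected in all 4 oil samples, 3 rose strictly with the temperature of the stratum and 1 fell. Of 114 hrcA probes, none rose and 9 fell (exact permutation of the wells, p = 0.125 for rising dnaK probes and for falling hrcA probes). Summed over their probes, dnaK had 0.107, 0.113, 0.102 and 0.115% of the signal from the hottest to the coolest well and hrcA 0.518, 0.491, 0.528 and 0.488%, neither in the order of temperature. Stress response probes numbered 132 rising and 197 falling of 3437 (exact permutation of the wells, p = 0.417 and p = 0.167). Over all categories, 823 of 20349 probes rose and 987 fell with temperature, where a chance order gives 848 each way (exact permutation of the wells, p = 0.375 and p = 0.333). The 24 orders of the 4 wells gave 144 to 3036 rising probes, the most when wells 27 and 48 were placed at the ends. Nitrogen cycling had 70 rising and 47 falling of 1323 probes, and metal resistance 66 and 103 of 1940 (exact permutation of the wells, p = 0.25 for the larger count of each).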

### Taxonomic distribution of the bacterial community

A total of 41,792 valid sequences were retrieved from pyrosequencing analysis, including 4,613–6,612 sequences from each oil-phase sample that were assigned to 152–186 bacterial OTUs (>97%), and 2,837–4,154 sequences from each water-phase sample that were assigned to 138–246 bacterial OTUs (Table S10). The coverage values and Chao1 indices (219–452) showed sequencing saturation, thus the number of sequences was adequate to represent the bacterial community in each sample. The Shannon-Wiener indices indicated that bacterial communities were less diverse (1.605 ± 0.093) in oil phases than in water phases (3.246 ± 0.321, mean ± SD) (Table S10). Hierarchical clustering analysis of OTU abundance clearly separated the samples into two clusters of crude oil and water, suggesting that these microbial communities were markedly different (Fig. 2b). In addition, OTUs common among the injection, oil, and water phases were limited (Fig. S1). Furthermore, MRPP, ANOSIM and Adonis analyses showed the significant difference between the oil and water phases in taxonomic composition, in accordance with the results based on functional gene composition (Table S5).

A total of nine phyla were retrieved from the 41,792 sequences, of which 361 sequences could not be assigned to any known bacterial phyla. *Proteobacteria* was the most abundant phylum in all the oil phases, ranging from 97.86% to 99.02%. By contrast, *Firmicutes* and *Bacteroidetes* accounted for 9.20% and 17.31% of the total sequences in the W27 and W517 (injection) water samples, respectively. *Chloroflexi* was detected in only W516 (0.03%), whereas *Deferribacteres* (11.60%) and an abundant, unidentified bacteria (10.86%) were present in W48 (Table S11). Specifically, *Gammaproteobacteria* dominated the crude oil phase and both *Gammaproteobacteria* and *Epsilonproteobacteria* were generally dominant in the water phases, but with varying abundances (Fig. 4, Table S12).

At the genus level, 50 genera were retrieved from all the samples. Among these genera, 33 and 31 known genera were retrieved from the oil samples and the water samples, respectively. *Pseudomonas* was abundant in the four oil samples, accounting for 96.84–98.87% of the total sequences in each sample (Fig. 4, Table S12). However, it was present at much lower levels in the water samples with a relative abundance of 0.00–7.86%, except for 55.57% in W516. *Acinetobacter* and *Dethiosulfatibacter* were also common in oil phases, but at a very low abundance (Fig. 4, Table S12). Finally, *Marinobacter*, *Halomonas*, and *Flexistipes* were detected in three of the oil samples. The bacteria in water samples were more diverse, without a common dominant representative. The bacteria common to the five water samples were *Sulfurospirillum* (0.03–37.19%) and *Dethiosulfatibacter* (0.16–0.63%) (Fig. 4, Table S12). The major bacterial genera in W813, W516, W48, and W27 were *Arcobacter* (65.13%) and *Marinobacter* (32.16%); *Pseudomonas* (55.57%) and *Arcobacter* (40.50%); *Sulfurospirillum* (37.19%) and *Flexistipes* (11.56%); and *Marinobacter* (73.12%), *Cytophage* (8.92%), *Pseudomonas* (7.86%), and *Marinobacterium* (4.74%), respectively. In the injection water (W517), *Halomonas* (41.86%), *Marinobacter* (25.35%), *Marinobacterium* (4.84%), and *Idiomarina* (2.50%) were the major bacterial genera, accounting for 74.55% of the total number sequences.

Although *Pseudomonas* was detected in both the water and oil phases, detected species were distinct between the water and oil phases (Fig. 5), i.e., those from the oil phase clustered with *P*. *oleovorans* and *P*. *alcaliphila*, while those from the water phase clustered with *P*. *aeruginosa*, *P*. *balearica*, and *P*. *citronellolis*.

### Association between microbial community and geochemical characteristics

The links between environmental conditions and microbial taxonomic structures and functional gene compositions were evaluated using canonical correspondence analysis (CCA) (Fig. 6a,b). The key geochemical parameters for both water and crude oil phases included TDS, pH, ALH, ARH, polar fraction with heteroatoms nitrogen, sulfur, and oxygen (NSO), and oil-containing stratum temperature (T), which were selected after various pre-evaluations. Similar to the results of hierarchical clustering using the functional gene abundances or OTU numbers, all of the oil phases were clustered and well separated from the water samples. In addition, the four water phases were separated into different quadrants.

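An unconstrained correspondence analysis of the probe signals, without geochemical variables, placed 32.8% of the inertia on its first axis and 22.6% on the second. The 4 oil samples lay together, at -0.39 to -0.26 on the first axis and -0.26 to -0.07 on the second. The water samples ranged from -0.17 to 1.07 on the first axis and from -0.49 to 0.91 on the second, with W516 and W27 nearest to the oil samples. W48 lay farthest along the first axis and W813 along the second.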

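In the same ordination W813 was positive on both axes (0.42 and 0.91), W48 was positive on the first and negative on the second (1.07 and -0.49), and W516 (-0.17 and 0.05) and W27 (-0.10 and 0.13) shared the quadrant that is negative on the first and positive on the second axis. All 4 oil samples were in the remaining quadrant. The geochemical variables of Fig. 6 were not used here.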

For taxonomic composition, the first axis positively correlated with T and ALH, whereas the second axis positively correlated with ARH and negatively correlated with pH and NSO (Fig. 6a). For functional gene composition, the first axis negatively correlated with ARH, whereas the second axis positively correlated with ALH and T, and negatively correlated with NSO and pH (Fig. 6b).

## Discussion

Despite the marked significance in understanding microorganisms mediated processes in an oilfield, microorganisms in crude oil, their functional profiles and their differences between oil and water phases remain unclear. To our knowledge, this is the first comprehensive study to investigate and compare microbial communities in crude oil and water phases at both the taxonomic and functional gene levels. Our results revealed that microorganisms in crude oils were taxonomically narrow but extremely diverse in functional potentials (Table S3 and S10, and Figs 3 and 5).

Although the microbial communities in the oil phase were dominated by *Pseudomonas*, sequencing results showed that there existed a rare biosphere, which accounted for less than 3.16% of the total OTUs in the oil samples (Table S12). These OTUs spanned from 33 known genera belonging to phyla *Proteobacteria*, *Firmicutes*, *Deferribacteres*, and *Bacteroidetes*. In contrast, although the bacterial communities in the water phase are more diverse than those in the oil phase, the OTUs in the water phase could be only assigned into 31 known genera, which was even less than those in the oil phase. The genera with high abundances such as *Arcobater*, *Marinobacter* and *Sulfurospirillum* in the water phase could also be found in the oil phase. Moreover, dominant taxa in the water phases were different, which might be caused by the different temperatures, depths and pH, suggesting a rapid growth of these taxa in the water phase under the appropriate environmental conditions. The overlap of taxa also indicated the dispersal of microorganisms between the oil and water phase, although the direction of dispersal seemed to be unclear. However, at least for *Pseudomonas*, most of the shared OTUs by both oil and water phases were embedded in the OTUs clusters of oil phase (Fig. 5), which suggested that the dispersal of these OTUs was most likely from the oil phase to the water phase. *Pseudomonas*, usually a mesophilic microorganisms, has been detected more and more from high temperature oilfields^11^,^29^,^30^,^31^, and in our previous investigation, we also detected *Pseudomonas* from autoclaved crude oil^19^. It may be related to the known ability of these organisms to form biofilms^32^,^33^ thus giving them a competitive advantage in high-temperature anhydrous environments. Recent study also suggested that microorganisms in oil lived in minuscule water droplets which provided closed microenvironments to protect them^21^. These results supported that the crude oil could act as a microbial “seed bank” and influence the microbial communities in oil reservoirs. As the sequencing depth is expected to increase due to rapidly expanding sequencing capacity, it is very likely that more taxa will be found in the oil phase, in accordance with relatively high abundance of functional genes found in the oil phase. Because GeoChip is sensitive in detecting genes of low abundance^34^, extremely diverse gene functions were detected, suggesting that crude oil harbors a microbial seed bank with rich functional potential.

Several studies have demonstrated the taxonomic differences between the oil and water phases^12^,^20^. In this study, both GeoChip and pyrosequencing analyses revealed a significant (P < 0.05) difference in microbial communities between the crude oil and water phases, even though they were from the same oil production mixture (Figs 2 and 4; Tables S3 and S4). However, little was known why there were significant taxonomic differences between the oil and water phases. This question could also be explained as what conditions in the water phase promoted the growth or changed the relative abundance of taxa in the communities, if the crude oil served as a “seed bank”. It was possible that different microbial communities were caused by dispersal or growth of rare and dominant taxa from the microbial “seed bank”, which changed the abundance of taxa rather than the presence or absence of different taxa. So different environmental filtering might be important in shaping the communities.

The microorganisms in oil and water phases displayed different correlations with the environmental conditions. CCA analysis revealed that the microbial functional community was closely related to the crude oil components (ARH, ALH, and NSO), the stratum temperature, and pH (Fig. 6b). It is well established that crude oil contains more than 3,000 organic compounds^35^, which provides a wide variety of niches for microbial communities and allows for gene drift among microbial groups^36^. However, high toxicity and hydrophobicity impose strong natural selection on these microorganisms^37^,^38^, resulting in highly uneven microbial communities that could serve as a microbial seed bank. Remarkably, our previous results showed that *Pseudomonas*, *Bacillus*, and *Alcaligenes* survived autoclaving in crude oil and could be stimulated by *Dietzia* and *Acinetobacter* strains^19^. *Pseudomonas* and *Bacillus* eventually outcompeted other bacteria and played the most important roles in crude oil degradation.

The oil phase contained a higher abundance of genes involved in aromatic degradation and carbon cycling compared to the water phase. Crude oil contains more carbon sources such as alkanes and aromatic hydrocarbons than the water phase, though these substrates are hydrophobic^12^. Of the bacteria detected by pyrosequencing, *Pseudomonas* has a known ability to degrade oil aromatic compounds using the enzymes encoded by *phtA*, *hmgA*, and *pmdAB*^39^,^40^,^41^. Moreover, microorganisms could produce surface-active materials and changing their cell surface hydrophobic activities to access hydrophobic oil constituents. Some *Pseudomonas* spp., e.g., *P. aeruginosa*, can produce biosurfactants such as rhamnolipids^42^ that help access crude oil. This allowed *Pseudomonas* to attach to crude oil and utilize the aromatic carbon sources, explaining the significantly (P < 0.05) higher abundance of aromatic degradation-related genes in the oil phase (Fig. 3a). In contrast to the oil phase, the water phase contained more oxygenated and sulfonated molecules from biodegradation of crude oil, such as carboxylic acids^21^. As the results, it was unsurprising that we found many microorganism that were not oil degraders in the water phase.

The different environmental conditions could also explain the differences among the water samples from four wells. The water phase samples from the Qinghai Oilfield had high TDS contents ranging from 33–98 g·L^−1^, which promotes the growth of halophilic organisms such as *Halomonas* and *Marinobacter*^43^,^44^. Consistently, non-halophilic *Pseudomonas* was the most abundant microbial group in W516, which had the lowest salinity/TDS ratio (33.2 g·L^−1^). However, significantly (P < 0.05) more genes related to stress response, e.g., σ^24^ and σ^28^, were found in the oil phase (Fig. 3b), which cannot be attributed to salinity. Rather, high hydrophobicity of crude oil causes high osmotic pressure, which might lead to more stress response genes in oil phase.

It was interesting that more abundant host recognition- and replication-related bacteriophage genes, such as *host_recognition_T2_type* and *sliding_clamp_T4*, were detected in the water phase than those in the oil phase (Fig. 3b). Because the water samples were filtered with 0.22-μm membranes, it could be imagined that free phages could hardly remain in the samples. The detection of these phage-related genes might be possibly from the microbial genomes, which might be the traits of the phage infection events during the evolution. Recent study suggested that microorganisms in oil lived in minuscule water droplets, and the high salinity and water-stable isotopes of the droplets indicated a deep subsurface origin^21^, raising a possibility that water droplets and their microbial habitants might originate from the ancient seawater or brines. The water droplets provided closed environments and protected the migration of microorganisms from the outside intrusions such as water injection to the oil embedded water droplets. In contrast, the production water was more prone to dispersal and migration and could be influenced by the injection water or the surface water^45^, as well as by the oil phase in the oil-water transition zone. The more closed microenvironments in the oil phase might protect the inner microbes from phage infections, which could explain the higher abundance of bacteriophage genes in the water phase. This discovery was also consistent with the important role of phage in phage-driven microbial life cycles under the condition of oil-polluted water treatment^46^. However, further investigations are still needed to clarify the hypotheses.

In summary, despite the wide belief that oil is a harsh habitat, here we show that oil harbors unexpectedly rich microbial functional potentials. This is the first study to demonstrate that crude oil could be a “seed bank” of functional microorganisms enriched for hydrocarbon degradation-related capacities. Therefore, a microbial community related to crude oil should be considered when evaluating the natural crude oil attenuation process, as well as when developing and applying technologies for bioremediation and MEOR.

## Methods

### Site and sampling

We collected the injection water and production mixture samples from Yue-II block of the Qinghai Oilfield, which is located in the Tibetan Plateau, northwestern China. This block had been subjected to water flooding by the local oil company since 1999. In this work, we selected four oil wells (numbers 813, 516, 48, and 27) which were connected to four different oil-containing rock strata with different depth, temperature, and salinity (Table S1 and S2), as well as their common injection well (number 517) for sampling (Fig. 1). The distances between the four production wells and the injection well ranged from 0.2 to 0.5 km. For each oil well or injection well, we collected production mixtures or the injection water from the sampling valve on the well head into sterile bottles, and filled the bottles to exclude oxygen. Then we sealed the bottles with sterile screw caps and sent them immediately back to the laboratory within 48 h below 5 °C. After receiving, we settled all the bottles filled with production mixtures with gravitational precipitation^12^ for 12 h at 4 °C to facilitate separation of the oil/water phases. Subsequently, we collected the production water layer and oil layer from each bottle as four water phase samples (W813, W516, W48, and W27, corresponding to the four wells), and oil phase samples (O813, O516, O48, and O27), respectively. The injection water sample (W517) was subjected to direct analysis.

### Chemical analysis

Four sub-fractions comprising aliphatic hydrocarbons (ALH), aromatic hydrocarbons (ARH), a polar fraction with nitrogen-, sulfur- and oxygen-containing compounds (NSO), and asphaltenes (ASP) were separated from the four crude oil samples using liquid-solid chromatography^47^. We weighed them to calculate the weight ratios of the fractions, then measured contents of the different elements in the crude oil using a Vario EL III elemental analyzer (Elementar Analysensysteme GmbH, Germany) for carbon and hydrogen, and a multi EA3100 elemental analyzer (Analytik Jena AG, Germany) for sulfur and nitrogen. After filtration through 0.22 μm cellulose ester membrane filters, we measured the concentrations of Na^+^, K^+^, Mg^2+^, Ca^2+^, Cl^−^, and SO_4_^2−^ in the water samples using cation and anion columns (IC-C4 and IC-A3[s], Shimadzu, Japan) in PIA-1000 ion analyzer (Shimadzu, Japan), according to the manufacturer’s instructions. Then total dissolved solids (TDS) was calculated as sum of concentrations of all the tested ions.

### DNA extraction, GeoChip hybridization, and pyrosequencing

After separation, we collected the microbial cells of the injection water and the four water phase samples by filtering them through 0.22-μm cellulose ester membrane filters. Meanwhile, we collected the microbial cells from the four oil-phase samples as described previously^18^ with several modifications. Briefly, we mixed 15 mL of the oil with 15 mL of sterile isooctane (2, 2, 4-trimethylpentane) and settled the mixture overnight at 4 °C. Then we vortexed (1000 rpm) the mixture for 5 min and centrifuged at 5,000 × *g* for 1 h at 4 °C. After resuspension of the precipitants in 20 mL isooctane, centrifuged at 5,000 × *g* three times, and lyophilized. We extracted and purified microbial genomic DNA from each of these portions as previously described^48^,^49^. Because the samples were kept at low temperature for less than 12 hours (overnight), the nutrients in the samples, such as nitrogen and phosphorus, were low, and the hydrocarbons were not easily degradable as carbon sources at such low temperature and short time, we don’t think that there were major changes in the microbial communities by isooctane addition and subsequent steps. DNA quality and quantity were measured using NanoDrop ND-1000 Spectrophotometer (NanoDrop Technologies Inc., Wilmington, DE, USA) and with PicoGreen using a FLUOstar Optima (BMG Labtech, Jena, Germany), respectively^26^. For microbial functional diversity study, we used GeoChip 4.0 to dissect the microbial community functional gene composition as described elsewhere^50^. We labeled DNA samples with the fluorescent dye Cy-3 using a random priming method and purified using the QIA quick purification kit (Qiagen, Valencia, CA, USA). And then dried DNA in a SpeedVac (ThermoSavant, Milford, MA, USA) at 45 °C for 45 min. The hybridization was carried out at 42 °C for 16 h on a MAUI hybridization station (BioMicro, Salt Lake City, UT, USA). After purification, we scanned GeoChip microarrays using a NimbleGen MS200 scanner (Roche, Madison, WI, USA) at 633 nm using a laser power and photomultiplier tube gain of 100% and 75%, respectively^26^. For microbial composition study, we used purified DNA to amplify the bacterial hypervariable V3 region of the 16S rRNA gene (at *Escherichia coli* 16S rRNA gene position 341–534 bp) to construct a community library using tag pyrosequencing (for more details, please see Supplementary Methods).

### Statistical analysis

For GeoChip analysis, we quantified and processed signal intensities using the data analysis pipeline as previously described^27^,^49^,^51^. After removing the poor quality data with ratio of signal to noise lower than 2.0, we normalized the signal intensity of each probe as described previously^49^. These normalized data were relative functional gene abundances or relative signal intensities which were then used for further analysis. We examined beta diversity to analyze the dissimilarity of two samples using the quantitative Bray-Curtis index^13^,^52^. To examine whether there is a significant difference of functional gene composition between oil phase and water phase, we used three different complementary non-parametric analyses for multivariate data: multi-response permutation procedure (MRPP) (McCune, B. *et al.* Analysis of ecological communities. MJM Software Design: Gleneden Beach, OR, 2002), analysis of similarities (ANOSIM)^53^, and permutational multivariate analysis of variance using distance matrices (Adonis)^54^. Euclidean distance was used to calculate the distance matrix for MRPP, ANOSIM and Adonis analyses. All three methods are based on dissimilarities among samples and their rank order to calculate test statistics. The Monte Carlo permutation was used to test the significance of statistics^55^. All three procedures (MRPP, ANOSIM and Adonis) were performed using the Vegan package v 2.0–4 (Oksanen, J. *et al.* Package Vegan: Community ecology package, version 2.0–4, 2012) in R v. 2.14.0 (RDC Team, 2011).

For pyrosequencing analysis, we removed the low-quality reads shorter than 150 base pairs, with mismatched primer and barcode and with more than one ambiguous nucleotide within correct barcodes or primers. Then we processed and analyzed the data as previously described^56^, and compared them with the Bacterial SILVA database (SILVA version 106, 2011, http://www.arb-silva.de/documentation/release-106/). The OTU was defined by 97% similarity^56^. Venn diagram was used to reflect the bacterial community relationship among production waters, crude oils and injection water. To reveal the diversity and distribution of *Pseudomonas* in oil field samples, we constructed phylogenetic trees based on partial 16S rRNA gene sequences of representative *Pseudomonas* OTUs from this study and *Pseudomonas* type species from RDP (Ribosomal Database Project, 1998, http://rdp.cme.msu.edu/) using the MEGA program, version 5.0^57^.

We calculated the diversity indices including richness, Shannon–Weiner index and Reciprocal of Simpson’s index on the basis of OTUs or functional genes. To understand association between microbial community and geochemical characteristics, we performed canonical correspondence analysis (CCA) to examine whether the geochemical characteristics impacted the microbial communities based on the abundance of OTUs or functional genes, using the Vegan package v 2.0–4 in R v. 2.14.0 (RDC Team, 2011), respectively. To examine overall patterns of variation among the samples, we did hierarchical cluster analysis of functional gene abundance (i.e. normalized signal intensity from GeoChip analysis) or OTU numbers using the Pearson distance method and the complete linkage clustering algorithm with CLUSTER (Gene Cluster 3.0, 2002, http://rana.stanford.edu), and visualized the results in TREEVIEW (TreeView software, 2002, http://rana.stanford.edu/)^51^.

## Additional Information

**How to cite this article**: Cai, M. *et al.* Crude oil as a microbial seed bank with unexpected functional potentials. *Sci. Rep.* **5**, 16057; doi: 10.1038/srep16057 (2015).

The GeoChip data of all samples have been deposited in GEO repository of NCBI under the accession number GSE55293, and the pyrosequencing sequences of all samples have been deposited in NCBI Sequencing Read Archive under the accession number SRP037706.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
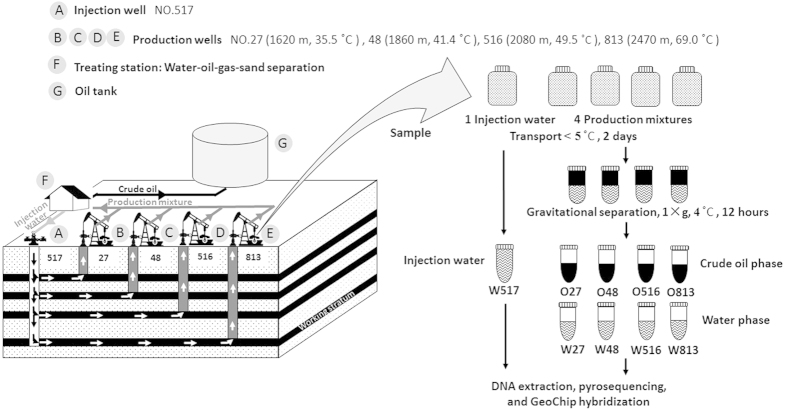
Outline of sampling and sample management. The model of four oil-containing rock strata with different depths and proceeding of oil extraction in Qinghai Oilfield, as well as the sample management in lab after sampled from oilfield. All drawings were drew by Man Cai.

**Figure 2:**
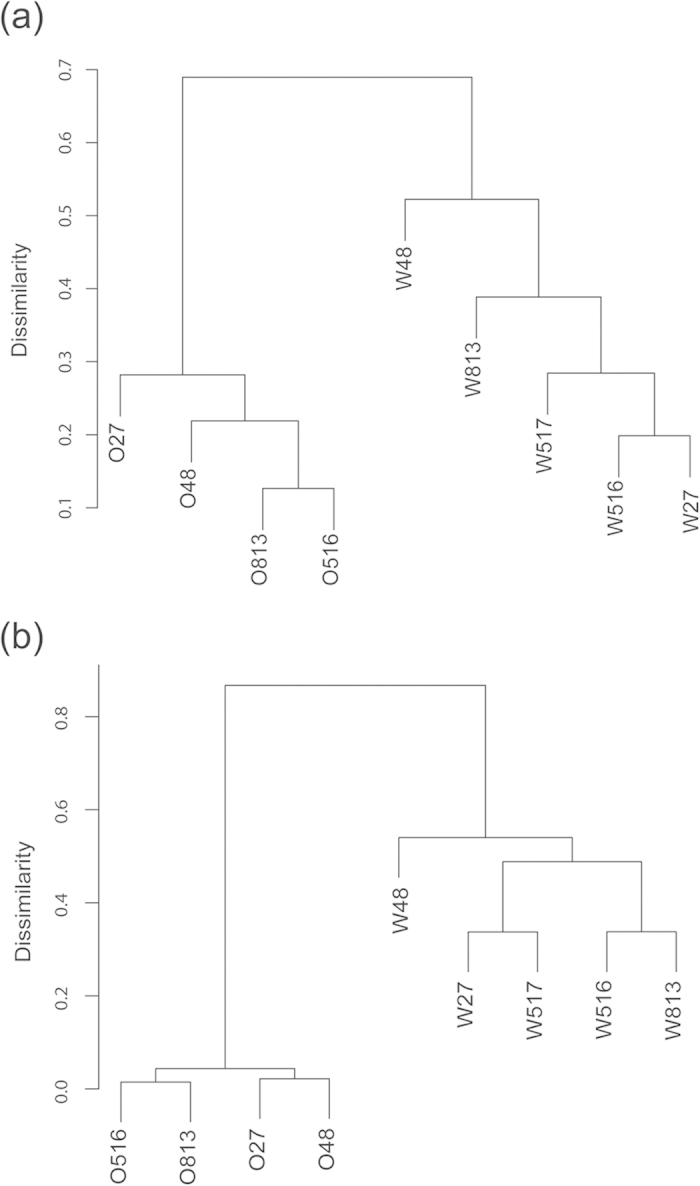
Hierarchical clustering analysis of functional genes and microbial communities. Hierarchical clustering analysis of all samples based on relative signal abundances of functional genes in GeoChip hybridization (**a**) and on the abundance of OTUs obtained by pyrosequencing (**b**).

**Figure 3:**
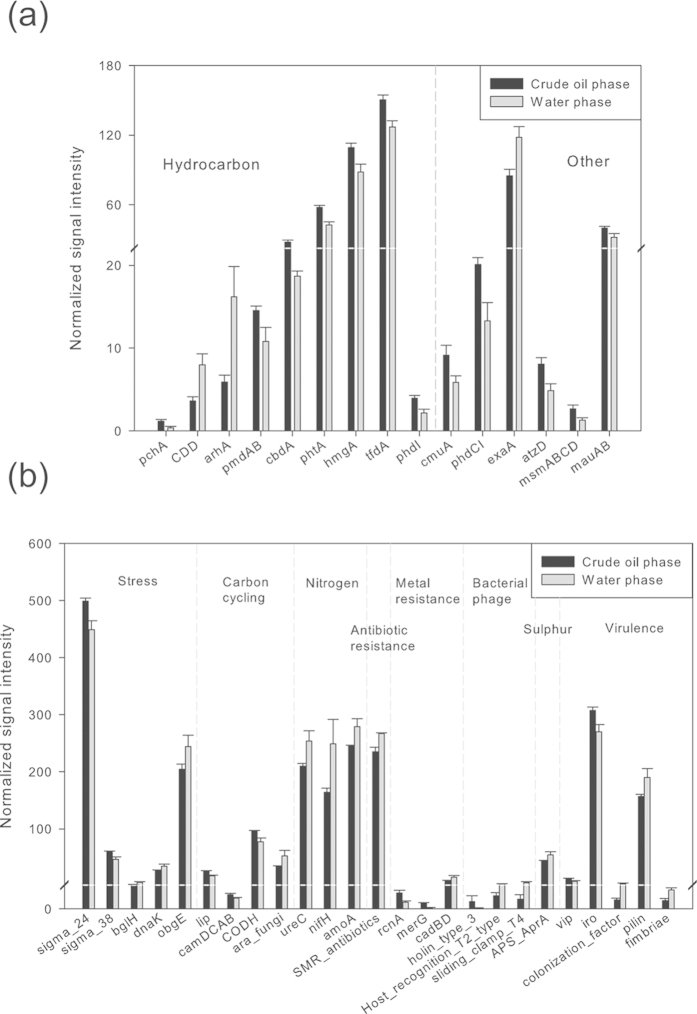
Significant genes in different living activities between the crude oil and water phase samples. The normalized signal intensity of the significant (P < 0.05) gene in the organic degradation category (**a**) and stress regulation, carbon cycling, nitrogen and sulfur metabolism, antibiotic resistance, metal resistance, bacteriophage, and virulence categories (**b**) between the crude oil phase and water phase samples. The signal intensity for the gene was the average of the total signal intensity from all four samples of the same phase.

**Figure 4:**
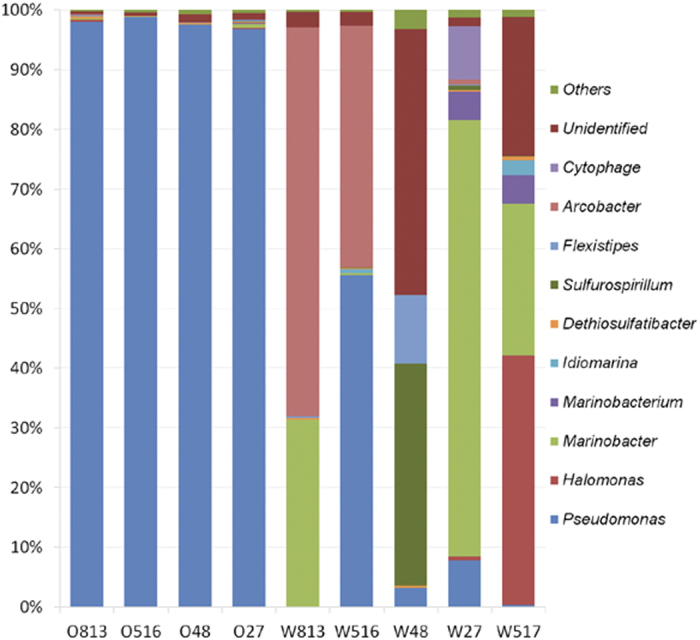
Relative abundance of major bacterial genera detected in each samples. The relative abundance based on OTU numbers of different genera by pyrosequencing from each crude oil and water phases sample.

**Figure 5:**
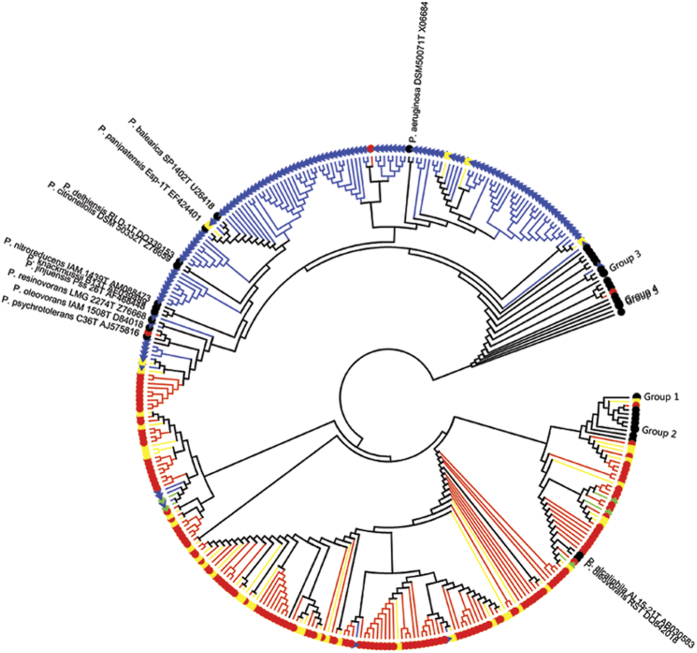
Phylogenetic relationships of *Pseudomonas* in crude oil and water phases. Circle topology tree of the phylogenetic relationships between the 308 bacterial 16S rRNA gene sequences obtained from pyrosequencing OTUs in this study and 125 valid *Pseudomonas* species strains from RDP. Bar, 1nt substitution per 100 nt. 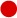 OTUs only from crude oil phases; 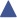 OTUs only from oil production water phases; 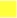 OTUs both from oil and production water phases; 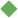 OTUs both from injection water and oil and production water phases; no OTUs only from injection water; 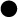 valid *Pseudomonas* species (all the names of *Pseudomonas* species strains were list in Table S13).

**Figure 6:**
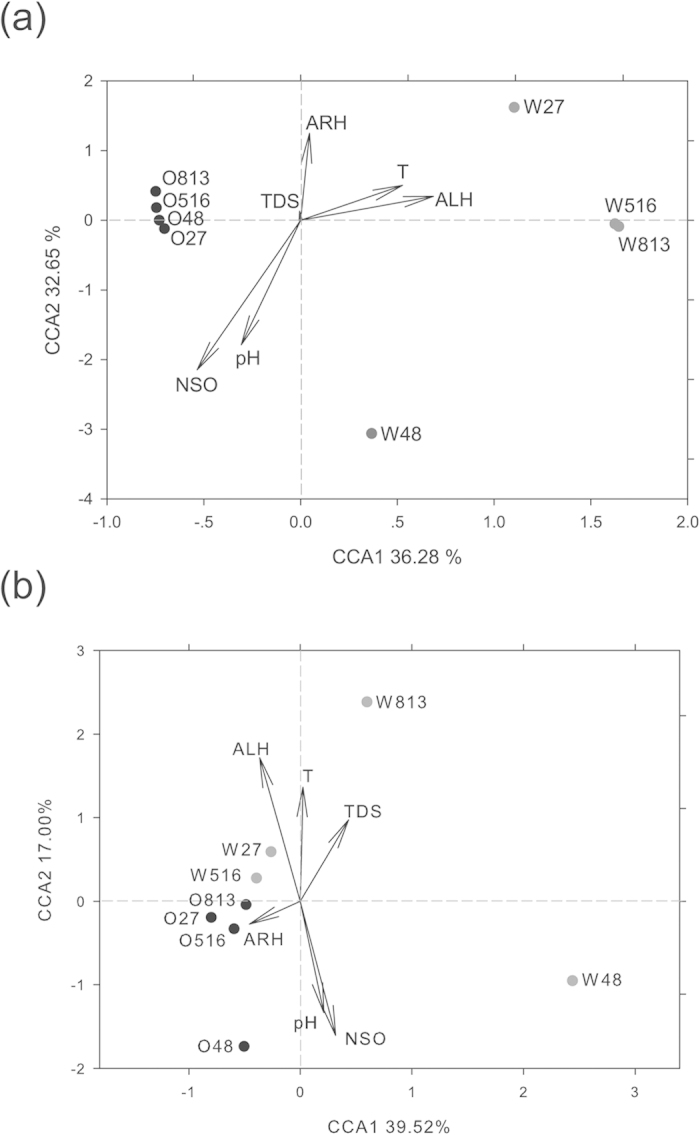
Canonical correspondence analysis (CCA) of significant geochemical variables and microbial communities from all production well samples. (**a**) CCA of significant geochemical variables (arrows) and relative abundances of bacterial OTUs (symbols). (**b**) CCA of significant geochemical variables (arrows) and relative abundance of functional genes from GeoChip hybridization signals (symbols). Variables: aliphatic hydrocarbons (ALH), aromatic hydrocarbons (ARH), polar fraction with heteroatoms nitrogen, sulfur, and oxygen (NSO) from crude oil, total dissolved solid (TDS) of production water, pH value, and bottom hole temperature of production wells (T).

How the deposited data were processed for this re-analysis (not part of the article)

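Functional genes were measured on 1 one-colour GeoChip 4.0 array per sample in 9 samples: the oil phase and the water phase of 4 production wells and the water of 1 injection well. Each sample was mapped to its phase and well by its label, and 0 columns of values were left without a sample. The authors extracted DNA from cells collected by filtration (water) or isooctane precipitation (oil), hybridized it, scanned the arrays and removed signals with a low signal-to-noise ratio; the deposited values are the linear signal intensities after that removal, and they were tested to be without normalization, since their sums differ between samples.

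Each intensity was divided by the sum of its sample and multiplied by the mean of the 9 sums (250939000). A blank is an undetected probe and counted as 0 in totals, Shannon indices and distances. Family and category totals sum all detected probes of a group, and shares are percentages of the sample's summed signal. Families detected in at least 4 of the 8 oil and water samples were fitted with limma 3.58.1 in R 4.3.3 on log2 of the total plus a pseudocount of 972, the lowest normalized signal, and adjusted by the Benjamini-Hochberg method over the 617 families. Single probes were fitted in the same way, without pseudocount, where at least 3 samples of each phase had a signal. Calls were made at an adjusted p of 0.05. Shannon index, Bray-Curtis dissimilarity and the Adonis, ANOSIM and MRPP statistics were computed with functions written for the purpose. These were checked against vegan 2.7.1 on a part of the probes. Exact permutation ran over all 70 arrangements of the labels (35 distinct splits). Clustering used Pearson distance and complete linkage over all 9 samples. Orders by temperature were counted over the 24 orders of the 4 wells. The constrained ordination of the paper needs geochemical values that were not used here, so that an unconstrained correspondence analysis took its place.

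The number of detected probes, from 21931 to 34729 per sample, sets how finely a family with few probes can be measured: a family of 1 or 2 probes moves to 0 when a probe falls under the authors' filter. With 1 array per sample, no error of measurement can be separated from differences between wells.

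Oil and water of a well come from the same bottle, so the wells pair the samples. As a check, deviations from the phase means were correlated over the 12111 probes detected in all 8 samples. The correlation with the sample of the same well (and the highest with another well) was 0.0523 (0.153) for well 813, 0.0396 (0.157) for well 516, 0.361 (-0.0332) for well 48 and 0.437 (0.0360) for well 27. The comparison without pairs was the main one, and the paired one an alternative.

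The genes named in the text are every family that the paper names in its text or in Fig. 3, whose values in the paper had been seen, and, by rule, up to 10 families per direction past the adjusted threshold with at least 5 probes and the same direction in all 4 wells, a part of the rule that no family met. Members of 18 gene lists and the categories and subcategories of the table with at least 3 tested families were named as examples. These rules, the tests and most alternatives were set before the data were examined. Choices made later are the sets of 11, 12 and 13 categories, the stress response probes alone, detection in at least 2 samples for the number of families, the comparisons without W48 and W813 and over W516 and W27, the adjusted family counts over splits, the tests of the injection water and of the order of categories and the rule that selects categories outside the 12. The first and second were chosen while values were compared with those of the paper.

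The procedures were tested on simulated data with known changes. For the 550 families simulated, limma recovered 37 of 64 at a log2 change of 0.5, 59 of 65 at 1 and 70 of 71 at 2, and called 4 of 350 unchanged families. For the 12111 probes simulated it recovered 0 of 73, 4 of 60 and 41 of 67, and called 3 of 11911 unchanged probes. Each simulation changed 200 features and drew noise independently, so a far larger share of the families than of the probes was changed. Recovery depends on that share, and these values do not give the power of the comparison of the real samples. Figures were drawn with matplotlib 3.10.9.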

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

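The comparisons without W48 and W813, over W516 and W27, of adjusted family counts over splits and of the injection water were chosen after the results they measure were seen. Among 138 groups of 4 samples, 8 had a sample far from the other 3, where chance gives 6.9 (1 in 20).

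The summed signal of O516 was 249606000, against 237173000 to 239205000 in the other oil samples. The share of sigma_38 was 0.262% in O27 (others 0.231 to 0.235%), that of iro 1.33% in O27 (others at most 1.22%) and that of sulfur metabolism 2.43% in O27 (others 2.46 to 2.47%). The share of holin_type_3 was 0.0110% in O516, with 0 to 0.00108% in the others. Marinobacterium probes held 0.00175% in O516 (others 0.000929 to 0.00102%). In the water samples, merG was detected in W516 alone (0.00123%), and Arcobacter probes held 0.00704% in W813 (others 0 to 0.000989%).

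In categories outside the set of 12, the log2 ratio of oil over water was -0.17 for amino acid synthesis (0.19 after a natural log transformation and 0.02 after quantile normalization), -0.26 for feeder pathways to glycolysis (0.12 after a natural log transformation), -0.18 for glycan biosynthesis and metabolism (0.13) and -0.28 for pyrimidine metabolism (0.13). It was -0.55 for fatty acid biosynthesis, -0.28 for glycerolipid metabolism, 0.33 for exotic metabolisms, 0.25 for fatty acid metabolism, 0.16 for glycosaminoglycan degradation and 0.10 for respiration. The rule that selects these categories was set after values had been seen. Each had an exact permutation p of 0.0286 and an adjusted p of 0.0705 over 37 categories, of which 15 had an exact permutation p under 0.05 (6 higher and 9 lower in oil), and none passed the adjustment. That count was 1 after a natural log transformation, 1 after quantile normalization, 10 without normalization and 0 as mean signal per detected probe.

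The higher Shannon index of the oil phase was weighed against the number of detected probes. Thinned to the same number of probes, 47.3% of the difference was left, and without W48 and W813 10.2%. The first value is consistent with a difference that comes in part from the number of probes that passed the authors' filter. The second decides nothing, as these 2 samples were left out after they were seen to have the lowest indices. Whether the water phase holds fewer functional genes or gave less DNA to the array was not tested, and the difference between phases itself did not pass its exact permutation test.

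The families with an unadjusted p under 0.05 from limma numbered 122 between the phases. Over W516 and W27 alone their median log2 difference was 0.377 against 0.555, 67.9% of its size. As the families were selected on these same samples, this value cannot tell whether the differences come from W48 and W813, and that stays open. Of the 35 ways to split the 8 samples into 4 and 4, 1 (the phases themselves) gave as many, and the next highest gave 75. Past the adjusted threshold there were 0 families between the phases and at most 1 in another split, and a count of 0 is reached by all 35 splits whatever the data, so that it tests nothing. Single probes past the adjusted threshold numbered 305 between the phases and at most 5 in any other split (1 of 35 splits with as many), whereas 2 of 35 splits had as many probes detected in all 4 samples of 1 group and in none of the other as the 349 of the phases, the other with 511. Only 8 of the splits part all 4 wells as the phases do, so that with the wells as pairs no share can be under 1 in 8. Among the other such splits the highest counts were 52 families, 1 probe past the adjusted threshold and 132 probes detected in 1 group only.

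Phase and the way the cells were collected cannot be separated in the 4 wells. The injection water, collected on filters like the water samples, correlated with them at a mean of 0.648 and with the oil samples at 0.675, a difference of -0.0270 beside ranges of 0.220 and 0.178 within the phases. The test cannot tell collection from phase, and biological differences between oil and water remain as possible as technical ones.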

How the results depend on the processing

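The comparisons without W48 and W813, over 11, 12 and 13 categories and over stress response probes alone were chosen after the results were seen. Over the main results, 145 values under an alternative kept their direction and side of the threshold, 51 moved, 31 were weaker and 3 reversed; over named families 661 were the same, 35 moved and 1 was stronger; over other category totals 37 were the same, 28 weaker, 3 stronger and 12 reversed. The cause of these changes was not tested for single results. Without normalization, after quantile normalization and as mean signal per detected probe, ratios of families shift together, and a small ratio can turn by that shift alone. Leaving out 2 samples raises the smallest p that an exact test can give (0.0667 for 4 against 2), and leaving out 1 does not (0.0286 for 4 against 3). Of 44 named families, the log2 ratio was under 0.5 of its size or turned in 22 after the natural log transformation, 5 after quantile normalization and 19 without W48 and W813, in 22 of 43 as mean signal per detected probe and in 12 of 38 over probes detected in all 8 samples. A total after the natural log transformation follows mainly the number of detected probes, so it is a different measure from summed signal. The Shannon difference kept its direction under every alternative run and passed under none. Higher signal-to-noise limits could not be run, as ratios are not used here. The number of detected probes, which follows from signal over background, limits families with few probes. With the wells as pairs, no exact test can pass 0.05 (smallest p 0.125), which also ends the calls on totals of categories and lists. Of the families of Fig. 3, 23 rather than 26 passed limma unadjusted with the wells as pairs. Adjusted over that list alone 14 passed as before, but cmuA, exaA and sliding_clamp_T4 took the place of camDCAB, Host_recognition_T2_type and fimbriae. Over all families pairing changed no call.

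The oil and water samples on the wrong side of the tree numbered 1 after a natural log transformation, 3 after quantile normalization, 3 with average linkage, 3 with Bray-Curtis dissimilarity, 4 with Euclidean distance and 3 over probes detected in all 9 samples. Detected gene families numbered 397 over the 12 categories and 395 over the 11 that the paper names. The difference of Bray-Curtis dissimilarity within phases was -0.00163 without W48 and W813.

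With the natural log transformation, Adonis R2 was 0.204 (exact permutation p = 0.0857), ANOSIM R 0.365 (p = 0.0571) and MRPP A 0.0351 (p = 0.0857). With permutation within wells (the paired block) the values were 0.283, 0.323 and 0.0907 (exact permutation p = 0.125 for each). Without W48 and W813 they were 0.316, 0.536 and 0.0694 (exact permutation p = 0.0667 for each). With the injection water added, ANOSIM R was 0.2 (exact permutation p = 0.0873). Leaving out 1 sample in turn gave 0.263 to 0.366 for Adonis R2, 0.148 to 0.556 for ANOSIM R and 0.0597 to 0.119 for MRPP A. The exact permutation p was 0.0571 to 0.143 without any 1 of the oil samples and 0.0286 without any 1 of the water samples.

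Families past limma's adjusted threshold, 0 in each direction (74 higher and 48 lower unadjusted, 54 and 38 by the exact permutation test), were 1 higher (merF) without W48 and W813 and 0 to 4 higher when 1 sample was left out: mdoH, merG, nbz and pcpC without W516, merF without W48 and cah without W27. They were 1 lower (desR) after the natural log transformation, 1 (desR) after quantile normalization and 1 (desR) over the 12 categories, and 0 to 1 lower when 1 sample was left out (sulfide_quinone_reductase without O516, sulfoxide_reductase without O48). These families were named after their values were seen.

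The log2 ratio of organic degradation genes was 0.20 after the natural log transformation (exact permutation p = 0.229), 0.0210 without normalization (p = 0.571), 0.28 after quantile normalization (p = 0.2), 0.12 with the wells as a block (p = 0.125), -0.0771 as mean signal per detected probe (p = 0.514), 0.0406 without W48 and W813 (p = 0.133) and 0.0744 to 0.14 when 1 sample was left out. It was 0.15 over probes detected in all 8 samples (exact permutation p = 0.0286) and 0.10 with the injection water added to the water phase (exact permutation p = 0.0397). Without any 1 of the water samples the exact permutation p stayed 0.0286, and without any 1 of the oil samples it was 0.0857 to 0.143. The log2 ratio of stress response genes was -0.0274 without normalization and -0.13 as mean per probe, and that of carbon cycling genes -0.00639 and -0.10. That of nitrogen genes was 0.16 after the natural log transformation and 0.0532 after quantile normalization. That of sulfur genes (category totals: Sulphur) was 0.19 and 0.16 with these, 0.0589 over probes detected in all 8 samples, 0.0248 without W48 and W813 and -0.0386 to 0.00587 when 1 sample was left out (0.00587 without W48). That of phage genes was 0.0652 after the natural log transformation.

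Probes called higher in oil numbered 17 after the natural log transformation, 19 after quantile normalization, 443 with the wells as a block, 137 with undetected signals at the lowest signal, 2 without W48 and W813 and 4 to 65 when 1 sample was left out. Probes called lower numbered 86, 143, 759, 153, 23 and 47 to 344 in the same order. Probes rising with temperature in oil numbered 132 over stress response probes alone, and falling probes 197 there, 640 after the natural log transformation and 609 after quantile normalization. Over the 12 categories, the change of share from the hottest to the coolest well in oil was 2.24% for aromatic compounds, 3.24% for carbon cycling, -1.54% for stress response and -3.09% for sulfur metabolism. The difference in Pseudomonas probes was -0.886 without W48 and W813 (exact permutation p = 0.0667, the smallest possible), 0.0160 without W516 and -0.532 to 0.0160 when 1 sample was left out.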

Differences from the paper's values

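The comparisons over 11, 12 and 13 categories and over stress response probes alone were chosen after seeing the values. The paper gives 397 detected gene families and 642 were found; no alternative for this number was set before the data were examined, and 632 were found with detection in at least 2 samples, a setting added later. Over the 11 categories that the paper names 395 were found, over 12 (with the category of other genes) 397 and over 13 (with bioleaching too) 503. The sets of 12 and 13 were compared with the paper's counts and the 12 were kept because of the 397, so that this match is no evidence that the authors used that set; all families of Fig. 3 are in it. For detected genes the paper gives 35017 where 47098 probes were found, and Shannon indices of 9.621 in oil and 9.438 in water where 9.90 and 9.67 were found; over the 12 categories these were 34898, 9.62 and 9.42, over the 11 they were 34080, 9.60 and 9.39, and over the 13 they were 35321, 9.63 and 9.43.

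From the hottest to the coolest oil sample, the paper gives an increase of 2.2% for aromatic compounds and 3.1% for carbon cycling, where 3.85% and 4.86% were found (2.24% and 3.24% over the 12 categories, chosen after seeing the values). The paper gives a decrease of 1.6% for stress response, where the share decreased by -0.00693%, that is, it was slightly higher (a decrease of 1.54% over the 12 categories, chosen after seeing the values). The paper gives a decrease of 3.1% for antibiotic resistance, where the decrease was 11.8% (13.2% over the 12 categories). For sulfur metabolism the decrease was within the paper's value over all probes and differs over the 12 categories, where it was 3.09%, near the value that the paper gives for antibiotic resistance. Which category the paper's 3.1% describes cannot be decided here.

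The paper counts 133 genes rising and 75 falling with temperature in oil and its main text states no threshold (Tables S8 and S9 were not used here); 823 and 987 were found. Of the alternatives set before the data were examined, none closes the gap: 899 rising and 640 falling after a natural log transformation, 829 and 893 without normalization, 1057 and 609 after quantile normalization and 1075 and 1348 with undetected signals at 0. Over stress response probes alone, chosen after seeing the values, 132 rising probes come within the paper's count, and the 197 falling probes do not.

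The paper states that the Shannon index differs significantly between the phases; it was higher in oil in 4 of 4 wells, and the exact permutation test gave p = 0.143, and p = 0.125 with the wells as pairs. The paper marks the families of Fig. 3 as significant; all 40 have the same direction here, 26 pass limma unadjusted, 18 the exact permutation test, 14 limma adjusted over the list alone and 0 over all families. Of those the text names, holin_type_3 (exact permutation p = 0.457), obgE (0.114), amoA and APS_AprA (0.0857 each) and hmgA, pmdAB, camDCAB, dnaK, ureC and sliding_clamp_T4 (0.0571 each) did not pass that test; phtA, lip, CODH, sigma_24, sigma_38, bglH, nifH and Host_recognition_T2_type did (0.0286 each). The paper has nahA increase toward cooler wells. Summed over its 91 probes the family had 0.215, 0.242, 0.213 and 0.237% from the hottest to the coolest well, not in that order, whereas HBH and hmgA were ordered as the paper states. The paper may refer to single nahA genes (Table S7 was not used here), and single nahA probes were not counted by order. The paper places each water sample in its own quadrant of the constrained ordination; in the unconstrained one W516 and W27 shared a quadrant.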

Other observations

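The list of genera, the same-well comparison and the order of categories below include tests chosen after the results were seen. Among metal resistance families of Fig. 3, the log2 ratio of oil over water was 1.35 for rcnA of nickel and cobalt efflux (exact permutation p = 0.0286) and -0.63 for cadBD (p = 0.114). It was 0.40 and -0.10 after a natural log transformation. For cadBD it was -0.42 without W813 and 0.09 over probes detected in all 8 samples. For merG of mercury resistance, undetected in W813, W48 and W27, the shares were 0.00240% ± 0.000756 in oil and 0.000308% ± 0.000616 in water (SD, n = 4 each, exact permutation p = 0.0286), and the size of the ratio depends on the pseudocount. Both rcnA and merG have 2 probes and passed limma when adjusted over the list of Fig. 3 alone. None of 28 metal resistance families passed limma over all families, 2 were higher and 2 lower unadjusted, and the list had 9.22% ± 0.108 of the signal in oil and 9.05% ± 0.220 in water (SD, n = 4 each, exact permutation p = 0.229), with a ratio below 0 without normalization. The small multidrug resistance family SMR_antibiotics had a log2 ratio of -0.15 (exact permutation p = 0.0286; 0.10 after a natural log transformation). Among 10 antibiotic resistance families 1 was higher unadjusted and none passed limma, with 3.01% ± 0.164 in oil and 3.21% ± 0.0720 in water (SD, n = 4 each, exact permutation p = 0.0571) and a ratio above 0 after a natural log transformation and after quantile normalization.

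Among virulence families, iro of siderophore uptake had a log2 ratio of 0.24 (exact permutation p = 0.0286), vip 0.51 (p = 0.0857), colonization_factor -1.36 (p = 0.0571), fimbriae -1.25 (p = 0.0571) and pilin -0.22 (p = 0.0571; 0.10 after a natural log transformation). W813 held the most colonization_factor, 0.0305%, and its ratio was -0.86 without that sample and -0.47 after a natural log transformation. Without W48 and W813 the ratio was 0.10 for iro, 0.26 for vip and -0.06 for pilin. Of 6 virulence families 2 were lower unadjusted and none passed limma over all families or over the list alone; the list had 2.18% ± 0.0458 in oil and 2.10% ± 0.0637 in water (SD, n = 4 each, exact permutation p = 0.0857), with a ratio below 0 without normalization. None of 3 phosphorus families passed limma even unadjusted, with 1.36% ± 0.0355 and 1.33% ± 0.0488 (SD, n = 4 each, exact permutation p = 0.371) and a ratio below 0 without normalization.

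Probes designed on Pseudomonas held 4.06% ± 0.366 of the signal in oil and 4.29% ± 0.780 in water (SD, n = 4 each, exact permutation p = 0.6). Of 11 genera in the paper's results on community composition, 9 have probes in the table. Idiomarina probes held 0.0627% ± 0.0241 in oil and 0.105% ± 0.0242 in water (exact permutation p = 0.0286, adjusted 0.193). In the injection water Halomonas probes held 0.0940%, against at most 0.0210% in any other sample, and Marinobacter probes 1.14%, against at most 0.808%. A probe's organism is that of its design and does not count organisms.

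The mean Bray-Curtis dissimilarity of oil to the water of the same well was 0.344, the lowest of the 24 ways to match the wells (one-sided exact permutation p = 0.0417, the smallest possible), against 0.377 between different wells. O516 and O27 were nearest to the water of their own well. O813 lay nearer to W516 (0.249) and W27 (0.298) than to W813 (0.408), and O48 lay farther from W48 (0.467) than from any other water sample. Probes detected in all 4 samples of 1 phase and in none of the other numbered 233 for oil and 116 for water.

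In oil 7 of 37 categories followed the temperature order of the wells. Of the 12 orders, 1 gave as many, the order by temperature itself, and the next highest gave 6, so that with 4 wells the test cannot tell a dependence on temperature from a chance order. No biological explanation was tested.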
